# Transcriptomic data of human adrenocortical NCI-H295R cells treated with cortisol biosynthesis inhibitors^1^

**DOI:** 10.1016/j.dib.2023.109948

**Published:** 2023-12-12

**Authors:** Soo Hyun Kim, Hyun Jung Kim, Jong-Wha Jung, Sooyoung Chung, Gi Hoon Son

**Keywords:** Adrenal gland, NCI-H295R, Cortisol, Corticosteroid, Steroidogenesis, Benzimidazolylureas, Metyrapone

## Abstract

Adrenal corticosteroid biosynthesis dysregulation can give rise to various pathological conditions, such as Cushing's syndrome, a disorder characterized by the sustained and excessive production of cortisol. Despite the development of several classes of steroidogenesis inhibitors to treat human diseases associated with cortisol overproduction, their use is limited by insufficient efficacy, adverse effects, and/or tolerability. Recently, we identified a series of benzimidazolylurea derivatives, including the representative compound CJ28, as novel cortisol biosynthesis inhibitors [1]. They significantly inhibited both basal and stimulated production of cortisol in NCI-H295R cells, a human adrenocarcinoma cell line. The inhibitory effects were attributed to both attenuated steroidogenesis and de novo cholesterol biosynthesis. Here, we provide transcriptomic (RNA-seq) data from adrenal cell cultures in response to treatment with either CJ28 or metyrapone (MET), an inhibitor of 11β-hydroxylase). Total RNA was extracted from the cells treated with vehicle (0.1% DMSO), CJ28 (30 µM), or MET (30 µM) for 24 h. Primary sequence data were acquired using paired-end sequencing on an Illumina NovaSeq 6000 platform. The raw RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database (GSE236435). This dataset is a useful resource for providing valuable information on the gene expression networks underlying adrenocortical steroidogenesis.

Specifications Table

**Table:** 

Subject	Omics: Transcriptomics
Specific subject area	Endocrinology and metabolism, Steroid hormone, Pharmacology
Data format	Raw Analyzed
Type of data	RNA-seq raw data Table Figure/Graph
Data collection	RNA-seq of NCI-H295R cells treated with vehicle (VEH), metyrapone (MET) or CJ28, a recently developed cortisol biosynthesis inhibitor. 1. NCI-H295R cell cultures in serum-free medium were treated with VEH (0.1% DMSO), CJ28 (30 µM) or MET (30 µM) for 24 h. 2. Cells were processed for RNA extraction and then sequenced on Illumina NovaSeq 6000 platform to creating counts files for each transcript in every sample for differential expression analyses.
Data source location	• Institution: Korea University • City/Town/Region: Seoul • Country: Korea, Republic of
Data accessibility	**Repository name: Gene Expression Omnibus** **Data identification number: GSE236435** **Direct URL to data:** https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE236435
Related research article	S.H. Kim, G.H. Son, S.Y. Seok, S.K. Chun, H. Yun, J. Jang, Y.G. Suh, K. Kim, J.W. Jung, S. Chung. (2023) Identification of a novel class of cortisol biosynthesis inhibitors and its implications in a therapeutic strategy for hypercortisolism, Life Sci. 325:121744. https://doi.org/10.1016/j.lfs.2023.121744

## 1 Value of the Data

 

• These data provide valuable information for understanding the effects of the two cortisol biosynthesis inhibitors with distinct modes of action on genome-wide gene expression profiles in cultured human adrenocortical cells.
• These data can be valuable for researchers interested in studying genes and biological pathways regulating adrenal steroidogenesis. Additionally, they may offer insights into therapeutic strategies for treating pathological conditions linked with excess cortisol production.
• The raw RNA-seq data can be re-analyzed using various workflows and bioinformatics tools, providing additional insights into the molecular mechanisms underlying adrenal corticosteroid biosynthesis.

## 2 Objective

Glucocorticoids (GCs), such as cortisol in primates and corticosterone in rodents, serve as adrenocortical steroid hormones that mediate adaptive responses to stress and coordinate circadian physiology [2]. Hypercortisolism, known as Cushing's syndrome (CS), encompasses pathological conditions characterized by prolonged elevations in circulating GC levels, leading to the development of various metabolic, cardiovascular, immune/inflammatory, or neuropsychiatric diseases [2], [3], [4]. Several steroidogenesis inhibitors, such as metyrapone (MET, an inhibitor of 11β-hydroxylase), ketoconazole (an inhibitor of cytochrome P450-containing enzymes), and mitotane (an inhibitor of 3β-hydroxysteroid dehydrogenase), have been used to treat patients with CS. However, these drugs, that target specific steps of the steroidogenic pathway, still exhibit widespread adverse effects and show unsatisfactory efficacy [3,4]. Recently, we identified a series of benzimidazolylurea derivatives as a novel class of cortisol synthesis inhibitors that simultaneously target both steroidogenesis and de novo cholesterol biosynthesis [1]. Our steroidogenesis inhibitors caused alterations in the mRNA expression of a broad spectrum of genes linked to steroidogenesis, indicating that their actions are evidently distinct from those of the steroidogenic enzyme(s) inhibitors. Therefore, we examined genome-wide RNA expression profiles in cultured human adrenocortical cells in response to treatment with CJ28, a representative benzimidazolylurea derivative, or MET.

## 3 Data Description

We provided RNA-seq data from human adrenocortical NCI-H295R cell cultures treated with two distinct cortisol biosynthesis inhibitors, CJ28 and MET, each with unique chemical structures and modes of action. These treatments were compared with vehicle (VEH: 0.1% DMSO)-treated control cells. 

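NCI-H295R is a line of human adrenocortical carcinoma cells that secretes cortisol. Confluent cultures were kept in serum-free medium for 12 h and then treated for 24 h with VEH, with 30 µM CJ28 or with 30 µM MET, and 4 samples per group were sequenced. RNA depleted of ribosomal RNA was made into stranded libraries and sequenced from both ends. The authors trimmed adaptors with Cutadapt, mapped the reads to GRCh38 with STAR, and obtained gene-level values with RSEM, which divides reads that match several genes between them. The deposited values are TPM, given to 2 decimals for 60662 genes in each of the 12 samples. TPM is the share of a gene among all transcripts of a library, corrected for transcript length, so every sample sums to the same total, the table does not give the number of reads behind a value, and a gene's TPM falls when other transcripts take a larger share. For the values given here, a pseudocount of 0.1 was added to TPM, log2 was taken, and the 3 groups were compared in one limma fit over the 16815 genes with a TPM of at least 0.5 in at least 4 of the 12 samples. Log2 fold changes on this scale understate the change of genes with low TPM. No samples had identical values, and the highest correlation between any pair was 0.972.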

The experimental procedures and chemical structures of the cortisol synthesis inhibitors used in the study are shown in Figs. 1a and b, respectively. The inhibitory effects of the chemical compounds were validated by reduced cortisol release into the culture medium (Fig. 1c). The cells used for cortisol measurement were then subjected to RNA-seq experiments as described in the Materials and Methods section. 

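The paper's input reads ranged from 34790181 to 45592694 for VEH (median 42234421), from 33614751 to 43312876 for CJ28 (median 40308388) and from 34491960 to 38859163 for MET (median 37723566). They did not separate CJ28 from VEH (two-sided exact permutation test, p = 0.514, n = 4 per group). The paper's share of uniquely mapped reads was 91.48% to 92.12% for CJ28, below the 92.23% to 92.54% for VEH. Each sample had between 29463 and 31016 genes with a TPM above 0. RN7SL1, RN7SL2, RN7SK and mitochondrial rRNA together held 56.2% of TPM in VEH, 60.2% in CJ28 and 56.5% in MET. RN7SL1 and RN7SL2, the RNA components of the signal recognition particle, lie on chromosome 14 of GRCh38 at 49586580 to 49586878 and 49862550 to 49862849. They are near-identical copies, between which RSEM could have split reads, and together they held 31.0% ± 1.35 (SD, n = 4) of TPM in VEH, 37.2% ± 0.987 in CJ28 and 32.2% ± 0.748 in MET. Protein-coding genes outside the mitochondrial genome held 24.6% ± 0.229 of TPM in VEH, 21.3% ± 0.0307 in CJ28 and 24.3% ± 0.223 in MET. This share fell by 3.26 percentage points from VEH to CJ28, which exceeded the spread between samples (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 samples allow), whereas MET and VEH did not differ in it (exact permutation test, p = 0.171). Mitochondrial rRNA held 11.9% ± 0.672 of TPM in VEH, 9.85% ± 0.489 in CJ28 and 11.2% ± 0.0705 in MET, and mitochondrial protein-coding genes 2.03% ± 0.141, 1.57% ± 0.115 and 1.88% ± 0.0261. Both shares were lower in CJ28 and in MET than in VEH (exact permutation test, p = 0.0286 for each, adjusted p = 0.049 over the 12 tests of shares). These tests pool CJ28 and MET, include a share that is the sum of others, and were chosen after values had been seen. Most CJ28 tests had the smallest possible p, which lowers the adjusted p in MET, so that value depends on the pooling. A factor computed for each sample as the median of its ratios to the geometric mean, over the 22436 genes with a TPM above 0 in all samples, was 0.924 to 0.958 for CJ28, 1.02 to 1.04 for MET and 1.02 to 1.08 for VEH.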

The sequenced library sizes and mapping statistics are summarized in Table 1.

**Fig. 1:**
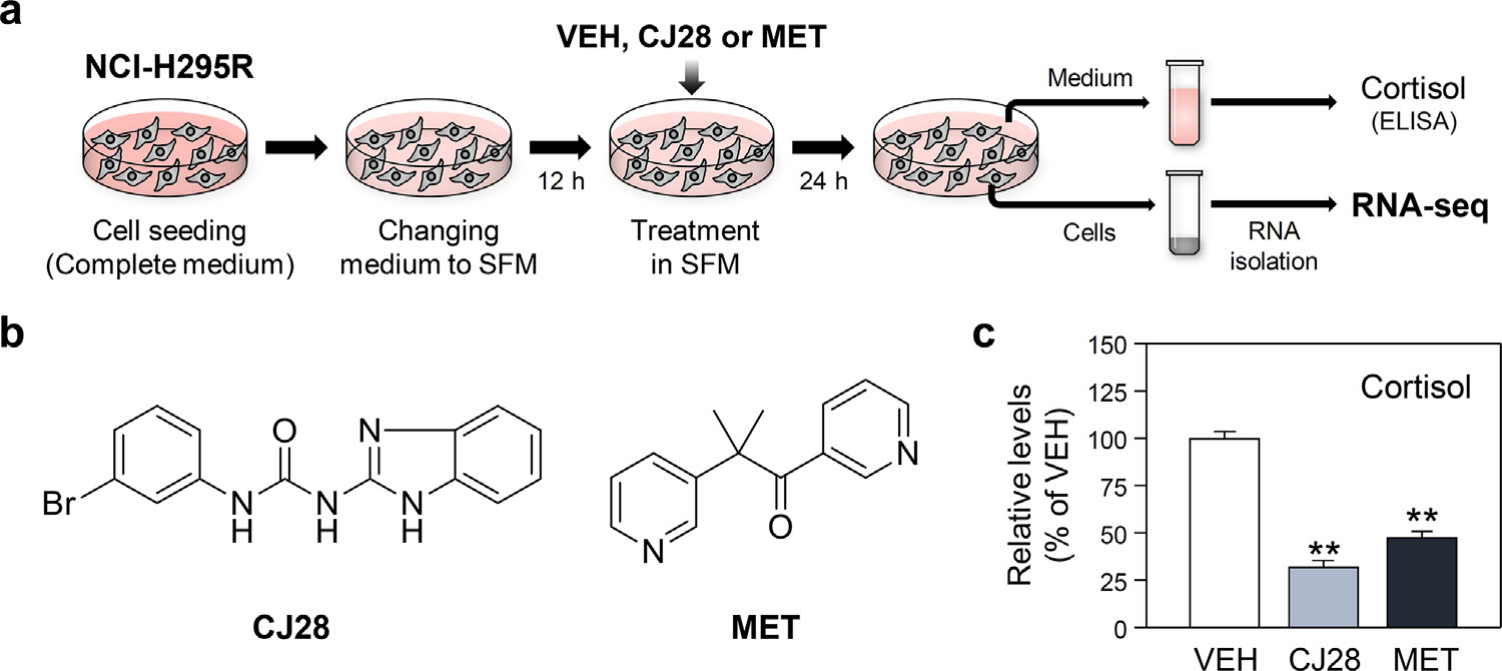
Experimental procedures and validation of the effects of cortisol biosynthesis inhibitors. (a) Schematic representation of experimental procedures. (b) Chemical structures of the cortisol biosynthesis inhibitors used in this study. (c) Inhibitory effects of the compounds on spontaneous cortisol productions from the H295R cell cultures.

**Table 1:** Key QC metrics of RNA-seq library after alignment with STAR.

Sample	Number of input reads	Averaged mapped length	Uniquely mapped reads (%)	Mismatch rate per base (%)

VEH-1	45,592,694	199.71	92.54	0.23
VEH-2	34,790,181	199.61	92.43	0.23
VEH-3	40,195,909	199.57	92.38	0.23
VEH-4	44,272,933	199.45	92.23	0.24
CJ28-1	41,036,912	200.00	92.12	0.23
CJ28-2	39,579,865	199.67	91.56	0.23
CJ28-3	43,312,876	200.00	91.96	0.23
CJ28-4	33,614,751	199.56	91.48	0.23
MET-1	34,491,960	199.58	92.44	0.23
MET-2	38,060,348	199.60	92.45	0.23
MET-3	37,386,783	199.71	92.54	0.24
MET-4	38,859,163	199.87	92.39	0.23

Fig. 2a displays the correlation between the gene expression profiles for all pairwise combinations of samples, including CJ28, MET, and VEH. 

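Pearson's correlation coefficient was computed across the 16815 genes for each pair of samples on log2(TPM + 0.1). It is a correlation across genes, which are not independent replicates. Mean r between samples of one group was 0.968 for VEH (0.967 to 0.972 over 6 pairs), 0.968 for CJ28 (0.965 to 0.971) and 0.968 for MET (0.965 to 0.970). Between MET and VEH it was 0.969 (0.965 to 0.972 over 16 pairs), a range that overlaps those inside the groups. Between CJ28 and VEH it was 0.938 (0.932 to 0.942), and between CJ28 and MET it was also 0.938 (0.936 to 0.941). Mean r within groups exceeded mean r between groups by 0.0304 for CJ28 and VEH and by 0.0298 for CJ28 and MET, in both cases the largest difference among the 35 ways to split the 8 samples (one-sided exact permutation test, p = 0.0286, the smallest possible). For MET and VEH the difference was -5.4e-04 (one-sided exact permutation test, p = 0.857). For CJ28 and VEH linear TPM moved the difference most, to 0.0068 with the same p, and with the mean of each replicate number removed it was 0.0349. For MET and VEH that removal moved it most, to 0.0034 (one-sided exact permutation test over all 35 splits, p = 0.2), and linear TPM gave 1.46e-04 (one-sided exact permutation test, p = 0.171). The removal leaves samples of equal number in the compared groups with opposite deviations. It thereby lowers r between groups by construction, so no conclusion is drawn from the values after it. In a complete-linkage tree on 1 minus r, the 4 CJ28 samples formed one branch at the top split. The branch of the other 8 samples divided into 1 VEH with 2 MET samples and 3 VEH with 2 MET samples.

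**Figure D1:**
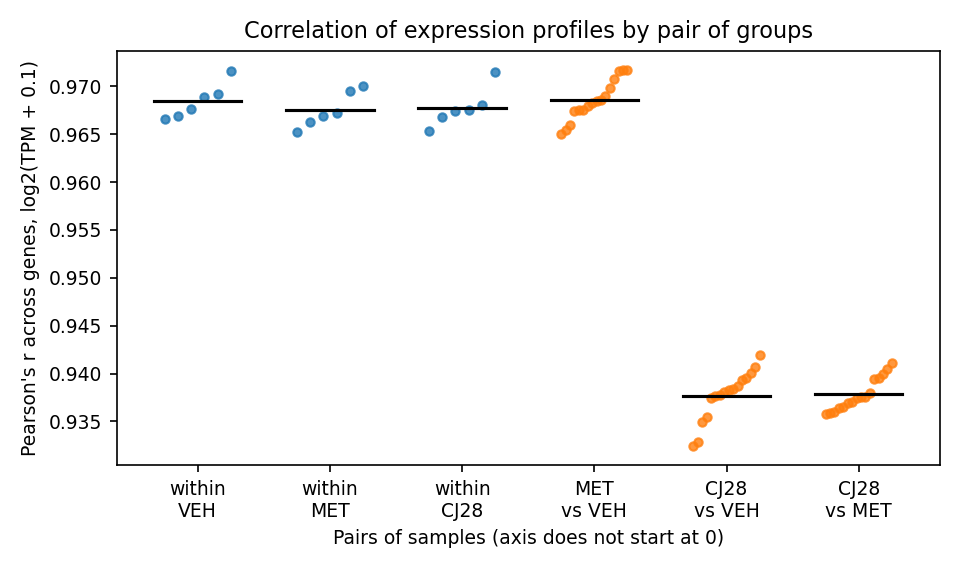
Pearson's r across genes (vertical axis, no unit, not starting at 0) for each pair of samples, grouped by the treatments of the pair (horizontal axis). Each point is one pair and each bar the mean of its class; all pairs of a CJ28 sample with a VEH or MET sample lie at or under 0.942, and all other pairs at or above 0.965.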

The hierarchical tree indicates that CJ28-treated cells exhibited distinct RNA profiles compared to MET- or VEH-treated cells, which were similar to each other based on normalized gene expression values. The differentially expressed genes (DEGs) after treatment with CJ28 or MET in comparison with the VEH-treated controls are summarized in Fig. 2b. Using the criteria of Log2 fold change (FC) > 1.5 and *P* < 0.01, 787 and 18 genes were identified as DEGs with significantly altered expression by CJ28 and MET, respectively. 

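These limits were read as applying to the absolute log2 fold change and to an unadjusted P. With them, limma on log2(TPM + 0.1) gave 385 genes for CJ28 against VEH, of which 118 were higher and 267 lower. It gave 14 genes for MET against VEH, 8 higher and 6 lower. Among the alternatives tried, a pseudocount of 1 gave the fewest genes (123 and 3), and the log2 ratio of mean TPM over all detected genes gave the most (950 and 52). With Benjamini-Hochberg adjustment of the limma p-values over the 16815 genes, 9577 genes differed between CJ28 and VEH at an adjusted p under 0.05, 3346 higher and 6231 lower in CJ28. Only 1 gene differed between MET and VEH, the histone gene H4C12, while 874 genes had an unadjusted p under 0.05. H4C12 was listed at 0 in every MET and every CJ28 sample. Its adjusted p in limma was 0.15 with a pseudocount of 1 and 0.922 with 0.01. Of the 35 splits of the MET and VEH samples, 15, the real one included, gave at least 1 gene at an adjusted p under 0.05. Directly between CJ28 and MET, 9334 genes differed at an adjusted p under 0.05. The median log2 fold change of all tested genes between CJ28 and VEH was -0.13. After TPM was divided by the median-of-ratios factors it was 0.014, and 9355 genes differed, 4925 higher and 4430 lower in CJ28. The share of lower genes was thus 65.1% before and 47.4% after scaling, which by its definition brings the median change near 0. At the paper's criteria, 359 genes differed after scaling, 168 higher and 191 lower. Samples with the same replicate number did not deviate from their group means together. The correlation of their deviations was 0.024 for CJ28 and VEH and -0.024 for MET and VEH, and -0.0079 and 0.0079 for other pairs. Deviations from a group mean sum to 0, so the values for other pairs nearly follow from the first and are no separate baseline. With the replicate number as a block, the counts at the paper's criteria were 384 and 13 genes, and 9546 genes and 1 gene had an adjusted p under 0.05.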

Fig. 2c exemplifies the relative mRNA expression levels of several key steroidogenic genes, comparing the two cortisol biosynthesis inhibitors. Despite having similar effects on cortisol production, treatment with CJ28 only significantly altered the mRNA expression levels of steroidogenic genes such as *NR5A1, NR0B1, STAR, CYP11A1, HSD3B2, CYP17A1* and *CYP21A1*, whereas MET did not. 

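The table lists NR5A1, NR0B1, MC2R, STAR, CYP11A1, HSD3B2, CYP17A1 and CYP21A2. It has no entry named CYP21A1, so CYP21A2 (ENSG00000231852.9, chromosome 6, 32038327 to 32041644 on GRCh38), which encodes 21-hydroxylase, was taken for it. Its near-identical pseudogene CYP21A1P (32005636 to 32008451), with which it could share reads, stayed at 0.12 TPM or less in every sample. CYP17A1 (chromosome 10, 102830531 to 102837472) fell from 49.0 ± 1.09 TPM in VEH to 9.52 ± 0.275 in CJ28 (SD, n = 4 per group here and in what follows), a log2 fold change of -2.35 (standard error 0.036). HSD3B2 (chromosome 1, 119414931 to 119423035) went from 0.863 ± 0.0873 to 0.193 ± 0.0479 TPM, with a log2 fold change of -1.73 (standard error 0.18). Over the alternatives tried, this fold change ranged from -2.16 to -0.64. STAR (chromosome 8, 38142700 to 38150992) decreased from 55.9 ± 2.75 to 21.3 ± 1.08 TPM and CYP11A1 (chromosome 15, 74337759 to 74367646) from 92.6 ± 1.90 to 36.0 ± 0.666 TPM, with log2 fold changes of -1.39 and -1.36. The ACTH receptor gene MC2R (chromosome 18, 13882044 to 13915707) had 1.05 ± 0.161 TPM in VEH and 0.350 ± 0.145 in CJ28, a log2 fold change of -1.39. It ranged from -1.62 with a pseudocount of 0.01 to -0.60 with a pseudocount of 1. Smaller decreases were found for NR5A1 (chromosome 9, 124481236 to 124507420), from 47.9 ± 1.89 to 26.8 ± 1.76 TPM with a log2 fold change of -0.84, and for CYP21A2, from 28.9 ± 0.758 to 17.8 ± 0.627 TPM with a log2 fold change of -0.69. NR0B1 (chromosome X, 30304206 to 30309390) rose from 2.94 ± 0.271 to 5.81 ± 0.292 TPM, a log2 fold change of 0.96 (standard error 0.11).

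All 8 genes had an adjusted p under 0.05 in limma for CJ28 against VEH, the largest being 1.6e-04 for MC2R, and all 8 also with adjustment over the 8 genes alone. For each gene the CJ28 samples did not overlap with the VEH samples (two-sided exact permutation test of TPM, p = 0.0286, the smallest possible). For MET against VEH, log2 fold changes ranged from -0.26 (NR0B1) to 0.05 (STAR), the smallest adjusted p was 0.933 in limma, and the smallest over the 8 genes alone was 0.275. None of the 8 genes differed between MET and VEH in the exact permutation test, and 1 had an unadjusted limma p under 0.05, NR0B1 with 0.034. Tested directly against each other, CJ28 and MET differed in all 8 genes at an adjusted p under 0.05 in limma (largest 3.1e-04). After median-of-ratios scaling the log2 fold change for CJ28 against VEH was -2.20 for CYP17A1, -0.68 for NR5A1, -0.54 for CYP21A2 and 1.11 for NR0B1, and the number of genes with an adjusted p under 0.05 was again 8. MC2R and HSD3B2 have a mean TPM under 1, and with that filter 6 genes were tested and 6 had an adjusted p under 0.05. The paper sets these changes beside the similar effects of both compounds on cortisol, and states that CJ28 altered the expression of steroidogenic genes and MET did not.

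**Figure D2:**
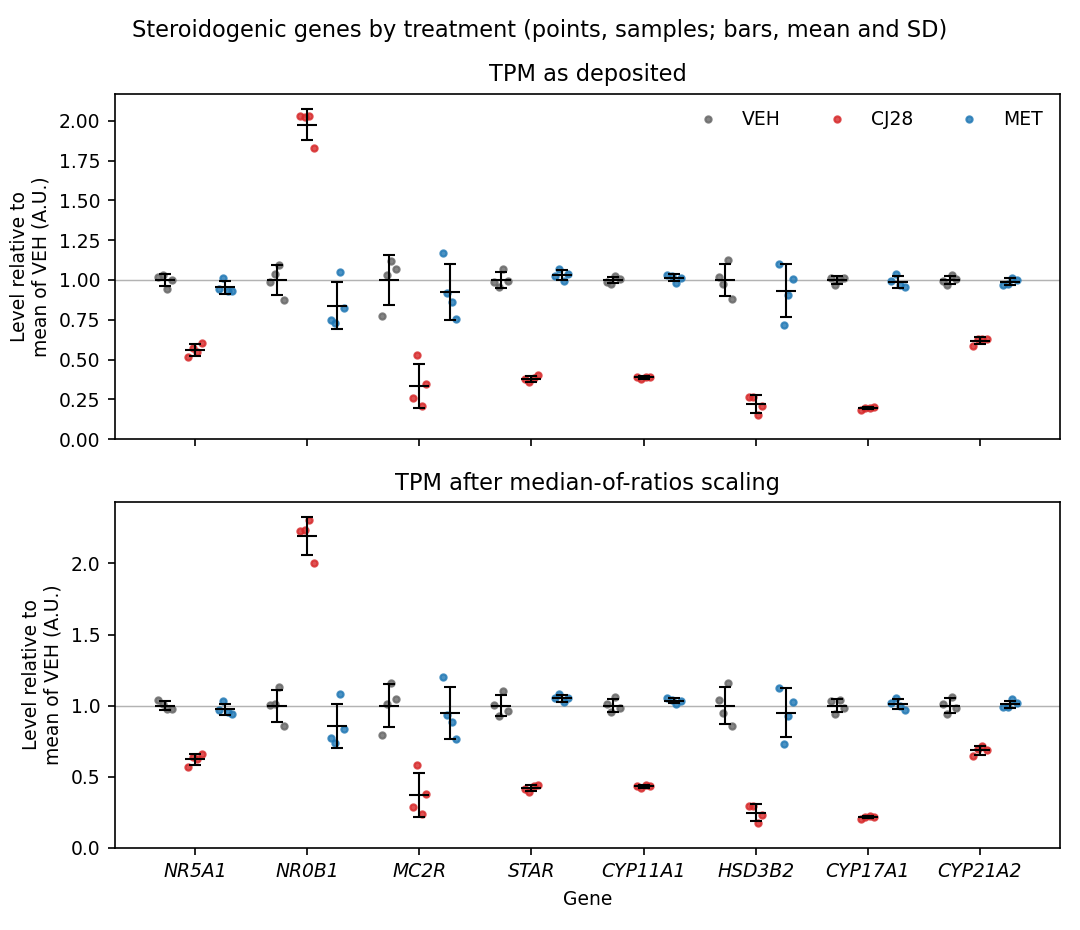
Level of 8 steroidogenic genes relative to the mean of VEH (vertical axis, A.U., from 0) in VEH, CJ28 and MET samples, from TPM as deposited (top) and after median-of-ratios scaling (bottom). Points are samples and bars the mean and SD of 4 samples; CYP17A1 in CJ28 lies at 0.194 ± 0.00562 in the top and 0.216 in the bottom panel, and NR0B1 at 1.98 ± 0.0993 and 2.19.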

The DEGs obtained after CJ28 treatment, were utilized for gene enrichment analyses to gain insight into the possible modes of action in the related research article [1]. In this study, we present a comprehensive set of RNA-seq data, including those from MET-treated H295R cells, in addition to previously reported data showing the effects of CJ28.

**Fig. 2:**
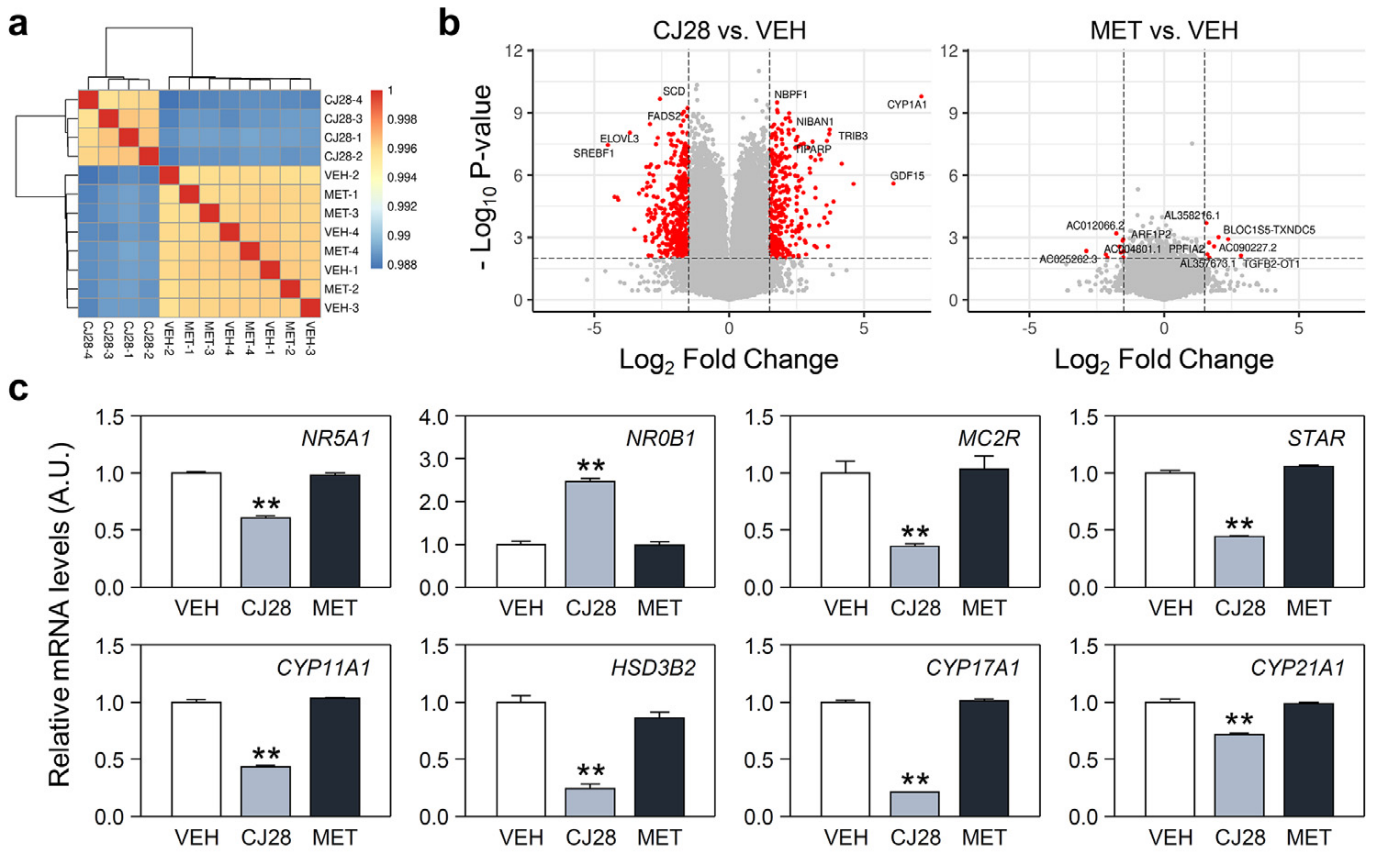
Analyses of DEGs obtained from CJ28- or MET-treated H295R cells. (a) Correlation of gene expression profiles for all pairwise combinations of samples using Pearson's correlation coefficient. (b) Volcano plots showing the DEGs in CJ28- or MET-treated H295R cell cultures. Genes with Log2 fold change (FC) > 1.5 and P < 0.01 were highlighted by red circles. Gene symbols for the top 10 DEGs are indicated. (c) Relative mRNA expression levels of key steroidogenic genes calculated from RNA-seq results. Data are presented as mean ± SEM of arbitrary unit (A.U.), with mean values of VEH group set as 1 (n=4 for each group; **: p<0.01 vs. VEH group by Student's t-test).

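All 10 genes labelled for CJ28 in Fig. 2b had an adjusted p under 0.05 in limma (largest 6.6e-09), and 9 also passed the limit on the log2 fold change. CYP1A1 (chromosome 15, 74719542 to 74725536 on GRCh38), a cytochrome P450 gene, had 0.553 ± 0.138 TPM in VEH (SD, n = 4) and 65.5 ± 2.08 in CJ28, a log2 fold change of 6.68 (standard error 0.13). GDF15 (chromosome 19, 18374731 to 18389176), which encodes a stress-induced cytokine, rose from 0.140 ± 0.0535 to 9.70 ± 1.15 TPM, a log2 fold change of 5.37 (standard error 0.28) that was 3.23 with a pseudocount of 1. TRIB3, TIPARP and NIBAN1 had log2 fold changes of 3.53, 3.34 and 3.17. For NBPF1 (chromosome 1, 16562319 to 16613562), a member of a family of near-identical copies between which RSEM could have split reads, it was 1.45 (standard error 0.031), under the limit of 1.5, and after median-of-ratios scaling 1.60. SREBF1 (chromosome 17, 17810399 to 17837011), which encodes a transcription factor of lipid synthesis, fell from 19.7 ± 1.56 to 0.955 ± 0.199 TPM, a log2 fold change of -4.25 (standard error 0.12). The fatty acid genes ELOVL3, FADS2 and SCD had log2 fold changes of -3.50, -3.04 and -2.72, and SCD held 90.9 ± 4.06 TPM in VEH against 13.7 ± 0.188 in CJ28. With each sample left out in turn, the log2 fold change of CYP1A1 stayed between 6.55 and 6.79 and that of SREBF1 between -4.36 and -4.16.

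Of the 10 genes labelled for MET, 8 lay under the filter of 0.5 TPM in at least 4 samples, and the highest group mean among these 8, that of ARF1P2 in VEH, was 0.385 TPM. The other 2 were BLOC1S5-TXNDC5 and AC025262.3. BLOC1S5-TXNDC5 (chromosome 6, 7881522 to 8064364) is annotated as a readthrough gene overlapping BLOC1S5 and TXNDC5, with which it could share reads. It had 0.293 ± 0.21 TPM in VEH (SD, n = 4) and 1.20 ± 0.224 in MET, a log2 fold change of 1.97 (standard error 0.56, adjusted p = 0.889 in limma). AC025262.3 (chromosome 12, 64696191 to 64696550) had 0.820 ± 0.374 TPM in VEH and was listed at 0 in every MET sample, and its adjusted p in limma was also 0.889. In both genes the MET and VEH samples did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 4 samples allow). When all 40973 genes with a TPM above 0 were tested, 4 of the 10 passed the paper's criteria.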

## 4 Experimental Design, Materials and Methods

### 4.1 Cortisol inhibitors

A benzimidazolylurea derivative, 1-(1H-benzo[d]imidazol-2-yl)-3-(3-bromophenyl)urea (CJ28), was synthesized in-house following our previous report [1]. Metyrapone was purchased from Merck (Burlington, MA, USA).

### 4.2 Cell culture and treatment

NCI-H295R (H295R; ATCC, Manassas, VA, USA) cells were cultured in Dulbecco's modified Eagle's medium-F12 (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 1% ITS+ Premix (Corning, Corning, NY, USA), 2.5% Nu-Serum (Corning), and 1% antibiotic-antimycotic solution (Thermo Fisher Scientific). The cells were maintained in a humidified incubator containing 5% CO_2_, at 37°C. Confluent cells were incubated for 12 h in serum-free medium and subsequently treated with VEH (0.1% DMSO), CJ28 (30 µM) or MET (30 µM) for 24 h. After the treatment, the culture medium was collected for cortisol measurement. Following this, the cells were washed with cold Dulbecco's phosphate-buffered saline and stored at -80°C until RNA extraction.

### 4.3 Measurement of cortisol production

To validate the inhibitory effects of the inhibitors used in the study, cortisol levels in the culture medium were determined using a commercial enzyme-linked immunosorbent assay (ELISA) kit (Arbor Assays, Ann Arbor, MI, USA). The medium was centrifuged at 4°C for 5 min (10,000 × g) and then subjected to ELISA for cortisol measurement.

### 4.4 Preparation of RNA samples and RNA-seq analysis

Total RNA was isolated from frozen H295R cells using the microRNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacturer's protocol. RNA integrity was evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and ribosomal RNA depletion was evaluated using the Ribo-Zero™ reagent (Illumina, San Diego, CA, USA). The cDNA libraries were prepared using the TruSeq™ Stranded Total RNA Prep Kit (Illumina) as per the manufacturer's instructions. Primary sequence data were acquired using paired-end sequencing on an Illumina NovaSeq 6000 platform (Illumina). Raw sequence reads were trimmed for adaptor sequences using Cutadapt software (version 2.8) [5]. The trimmed sequence reads were mapped to GRCh38 using STAR Aligner (version 2.7.10b) [6]. Read count extraction and normalization were carried out using RSEM (version 1.3.3) [7]. The correlation matrix and hierarchical tree were generated to illustrate the similarity among samples using normalized gene expression values obtained from DESeq2 (version 1.38.3) [8]. Differential gene expression was assessed using normalized DESeq2 counts, and volcano plots were visualized using EnhancedVolcano [9].

### 4.5 Data records

The raw reads (fastq) and normalized gene-level read counts in transcript per million (TPM) are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE236435.

## Limitations

Not applicable.

## Ethics Statement

This study did not involve human participants, animal experiments, or data collected from social media.

## CRediT authorship contribution statement

**Soo Hyun Kim:** Investigation, Writing – review & editing. **Hyun Jung Kim:** Data curation, Visualization, Writing – original draft. **Jong-Wha Jung:** Conceptualization, Resources, Methodology, Visualization, Writing – review & editing. **Sooyoung Chung:** Conceptualization, Supervision, Methodology, Investigation, Writing – original draft, Funding acquisition. **Gi Hoon Son:** Conceptualization, Supervision, Writing – original draft, Funding acquisition.

## Data Availability

Gene expression profiles of human adrenocortical NCI-H295R cells treated with cortisol biosynthesis inhibitors (Original data) (Gene expression omnibus)

How the deposited data were processed for this re-analysis (not part of the article)

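RNA-seq of NCI-H295R cells was examined in 12 samples, 4 each of VEH, CJ28 (30 µM) and MET (30 µM), all taken after 24 h of treatment. The grouping and the replicate numbers were taken from the sample labels and from Table 1 of the paper. Replicate numbers run from 1 to 4 in every group, and nothing in the paper's text says that equal numbers share a culture batch.

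The authors deposited raw reads and a table of TPM. The reads were not analysed here. The table was made by trimming with Cutadapt (version 2.8), alignment to GRCh38 with STAR (version 2.7.10b) and quantification with RSEM (version 1.3.3). The paper's own comparisons used DESeq2 on normalized counts, and those counts were not analysed here. Because TPM is not a count and keeps no depth, no count model was fitted, and no counting error or detection limit was computed for single values, for which the reads would be needed. Read numbers in the text are those of the paper. RSEM splits reads among near-identical genes, so values of histone genes, small nuclear and nucleolar RNAs, pseudogenes and other members of gene families are uncertain. A value of 0 need not mean absence, since RNY3 was listed at 0 in 5 samples and among the abundant RNAs in the other 7.

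From the table, log2(TPM + 0.1) was fitted with limma (version 3.58.1, R version 4.3.3; lmFit, then eBayes with a trend) over the 16815 genes with a TPM of at least 0.5 in at least 4 samples, with all 12 samples in one fit, without covariates. P-values were two-sided and were adjusted by the Benjamini-Hochberg method. The paper's criteria were applied to the same fit, read as an absolute log2 fold change above 1.5 and an unadjusted P under 0.01. The paper does not state whether its P was adjusted. Single genes, shares of TPM and gene sets were compared by exact permutation tests of the group means, for which 0.0286 is the smallest two-sided p with 4 against 4 samples. A gene set was scored as the mean log2(TPM + 0.1) of its genes in each sample. Correlations, trees and permutations used Python (version 3.11.15) with numpy (version 2.4.6), scipy (version 1.17.1) and pandas (version 2.3.3), trends on GC content and length were fitted by lowess in statsmodels (version 0.14.6), and figures were drawn with matplotlib (version 3.10.9). GC content and transcript length were taken from the longest transcript of each gene in the GENCODE annotation, which covered 99.6% of the tested genes. Removing these trends also subtracts the median change of all genes, so set changes are given, too, with the trends removed and the overall level kept, a form chosen after values had been seen.

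The limma procedure was tested on simulated values for the 16815 genes in which 200 genes were changed. It called 178 of them (89%) at an adjusted p under 0.05, with 8 false calls (4.3% of the calls). In a simulated comparison without any change it made 0 calls at an adjusted p under 0.05, while 12 genes passed the paper's criteria. The permutation tests were run on 20 simulated data sets of 5000 genes, and all 20 with a shift of 300 genes gave a p under 0.05 in both tests, against 0 (correlations) and 2 (sets) of 20 without a shift. The shift was large against the simulated noise and covered every gene of the scored set, and the noise was independent between genes. The outcome with a shift was therefore nearly fixed in advance. It does not show that small changes of sets, such as those in MET, can be detected.

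Named genes are those named in the paper's text and Fig. 2, CYP11B1 and CYP11B2, members of the gene sets, and the 3 genes with the largest increase and decrease per treatment among those with an adjusted p under 0.05, a mean TPM of at least 1 and no overlap between groups. This rule, the limma fit, the correlations, 5 gene sets with their permutation tests and all alternatives but the last one given below were fixed before the data were examined. H4C12, RN7SL1, RN7SL2, RNY3, ABCA1, RPL31P7, AC080129.1, AC087362.2, SNORD67, MIR1307, the histone set and the cell cycle sets were chosen after values had been seen, as were the shares of TPM compared and several tests of explanations. The alternatives were pseudocounts of 1 and 0.01, all genes with a TPM above 0, a mean TPM of at least 1, median-of-ratios scaling, a fit of only the groups compared, the replicate number as a block, no variance moderation, the log2 ratio of mean TPM with an ordinary test on log2(TPM + 0.01) over all detected genes, and leaving out each sample in turn. For correlations, linear TPM and Spearman's rank correlation were added, and for the tree, average linkage. After it was seen that structural RNAs, with mitochondrial rRNA, take most of the TPM, TPM was also recomputed over the nuclear protein-coding genes alone, for the named genes of that class. The cortisol measurements of Fig. 1 were not analysed here.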

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

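The tests on structural RNAs, depth, RNY3 and H4C12, and both tests on the cholesterol genes with MET, were chosen only after the result was seen. So were the one on the summed H4 genes and the removal of GC content and length trends alone. The S-phase genes were chosen after the decrease of histone genes had been seen, but before their own values.

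The share of TPM on nuclear protein-coding genes, which the paper does not report, changed by -3.26 percentage points from VEH to CJ28. It drew attention because every CJ28 sample lay below every VEH sample (exact permutation test, p = 0.0286, the smallest possible). RN7SL1 and RN7SL2 rose together by 6.17 percentage points. A candidate explanation for the excess of lower over higher genes in CJ28 is this shift in composition, since TPM is a share. After median-of-ratios scaling the share of lower genes among those with an adjusted p under 0.05 fell from 65.1% to 47.4%. That scaling centres the median change of all genes near 0 whatever moved it, so the test cannot show composition to be the cause, and the excess of lower genes cannot be told apart from it. The number of steroidogenic genes with an adjusted p under 0.05 was 8 of 8 with and without that scaling, so that result is not fully explained by composition. Whether the cells held more signal recognition particle RNA or less mRNA, or whether ribosomal depletion or library preparation differed, cannot be told from TPM. The paper's input reads did not separate CJ28 from VEH (exact permutation test, p = 0.514).

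RNY3, a Y RNA gene of 102 nt on chromosome 7 (148983755 to 148983856), was listed at 0 in 5 of the 12 samples (VEH-1, CJ28-1, CJ28-3, MET-3 and MET-4) and held 15812 to 23436 TPM, between 1.58% and 2.34% of all TPM, in the other 7. The values came to notice because a transcript this abundant is at 0 in samples of all 3 groups. In the 5 samples at 0 the shortest gene with a TPM above 0 was 103 to 105 nt long, and in the other 7 it was at most 102 nt. All 12 samples thus follow the limit set by the shortest gene listed. That relation cannot be told apart from its own consequence, since RNY3 is itself among the short genes. A shortest length that the authors' quantification could list, differing by sample, may explain the zeros, and the pattern cannot be told apart from it. No biological explanation was tested.

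The 60 replication-dependent histone genes with a mean TPM of at least 1, which the paper does not discuss, had a mean log2 change of -1.35 from VEH to CJ28. All 60 were lower in CJ28, and 59 of 60 after median-of-ratios scaling, with a mean of -1.19. Every CJ28 sample lay below every VEH sample (exact permutation test, p = 0.0286, 0.0457 after adjustment over all 16 tests of sets, and 0.0571 over the 6 tests of sets chosen after values had been seen). In MET the mean log2 change was 0.02 (exact permutation test, p = 0.543). A hypothesis is that fewer cells were in S phase. Its test used 14 S-phase genes, whose mean log2 change after scaling was -0.90, with all 14 lower in CJ28. The 8 genes of G2 and M phase were also lower, by -0.93 on average after scaling, so the pattern is not particular to S phase. Histone genes are near-identical copies among which RSEM may split reads, which affects single genes more than the mean of 60. The summed TPM of the 15 H4 genes, which a division of reads among them leaves unchanged, fell from 3473 ± 153 (SD, n = 4) in VEH to 1688 ± 24.9 in CJ28, a log2 ratio of -1.04 (exact permutation test, p = 0.0286). Other histone families were not tested in this way.

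Cholesterol biosynthesis genes were lower not only in CJ28 but also, slightly, in MET, which the paper does not report. The mean log2 change from VEH to MET was -0.091 over 20 genes, all 20 lower, and every MET sample lay below every VEH sample (exact permutation test, p = 0.0286, adjusted p = 0.0408 over the 10 tests of sets in CJ28 and MET together). The median of all tested genes moved by -0.026 in the same comparison. After median-of-ratios scaling the change was -0.060 with 19 of 20 genes lower, so scaling did not remove it. Removing the trends on GC content and transcript length together with the median of all genes gave -0.066, and removing the trends alone gave -0.094. The trends hardly moved the set, from -0.091 to -0.094, which argues against these trends as the source of the change. An effect of GC content or length outside these fits cannot be ruled out. The set's median lay at the 0 percentile of 10000 random lists matched on expression. In MET the histone set lay at the 99.91 percentile (exact permutation test, p = 0.543). The S-phase genes lay at the 1.58 percentile (exact permutation test, p = 0.257). Such positions thus occurred without a detected difference between samples, and the percentile gives no separate support for the change of the cholesterol set. With single samples left out the change ranged from -0.104 to -0.0787, and in 3 of those 8 fits the exact permutation p was 0.0571. Culture position or harvest order may also produce a change of this size, and this was not tested. In the same comparison the 10 genes of fatty acid synthesis and desaturation changed by -0.11 (exact permutation test, p = 0.0286, adjusted p = 0.0408), with all 10 lower, and by -0.082 after median-of-ratios scaling, with 8 of 10 lower (exact permutation test, p = 0.0286). For both sets the adjusted p in MET depends on the pooling with CJ28. Every CJ28 test among the 10 had the smallest possible p, which lowers the adjusted p of the MET tests. No adjustment over the MET tests alone was made.

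The 6 LXR targets outside fatty acid synthesis, which the paper does not discuss, had a mean log2 change of -0.90 from VEH to CJ28, with 4 lower and 2 higher (exact permutation test, p = 0.0286, adjusted p = 0.0408 over 10 tests). The 4 CJ28 samples all lay below the 4 VEH samples. After median-of-ratios scaling the change was -0.77, so scaling did not remove it. Removing the trends on GC content and transcript length together with the median of all genes also gave -0.77, and removing the trends alone gave -0.90. The trends hardly moved this set either. The change rests on members of low TPM, so no conclusion on GC content or length is drawn. Reads shared with paralogs were not tested. With a pseudocount of 1 the change was -0.37 (exact permutation test, p = 0.0286). Over the members with a mean TPM of at least 1 it was -0.12 (exact permutation test, p = 0.371). That filter also leaves out ABCA1, which had 1.18 ± 0.113 TPM (SD, n = 4) in VEH and 0.118 ± 0.0126 in CJ28, because its decrease lowers its mean.

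H4C12 (chromosome 6, 27831216 to 27831527) was the 1 gene with an adjusted p under 0.05 between MET and VEH, with a difference of -4.19 on the log2(TPM + 0.1) scale, whose size is set by the pseudocount (limma, adjusted p = 0.0022). It was listed at 0 in all 8 treated samples and at 0.850 to 3.74 TPM in the VEH samples. It stood out as a signal outside the genes the paper discusses. H4C12 was at most 0.113% of the summed TPM of the 15 H4 genes in a VEH sample, so a small change in how RSEM divides reads among near-identical copies could produce its pattern. The summed TPM of the H4 genes did not differ between MET and VEH (exact permutation test, p = 0.4). Genes with a TPM above 0 in exactly the 4 VEH samples numbered 7, and among the 495 possible sets of 4 samples 13 had as many, the most being 14 genes and the median 2. The adjusted p was 0.15 with a pseudocount of 1 and 0.922 with 0.01. It ranged from 9.4e-04 to 0.922 over the alternatives other than leaving out samples and from 0.0020 to 0.0297 with single samples left out, and was 5.1e-05 with TPM recomputed over protein-coding genes, chosen after values had been seen. Whether MET lowers H4C12 cannot be told apart from read sharing.

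Among 128 groups of 4 samples (named genes and shares of TPM), 15 had one sample far from the other 3, where chance gives about 6.4. The gap between that sample and its neighbour, as a part of the range, was 0.966 for NR0B1, 0.834 for CYP11A1 and 0.976 for CYP21A2 in CJ28, and 0.876 for CYP17A1 and 0.833 for NIBAN1 in VEH. Their ranges were small, such as 16.9 to 18.2 TPM for CYP21A2 and 5.37 to 5.96 for NR0B1. In VEH it was 1 for CYP11B1, PPFIA2, AL357673.1 and TGFB2-OT1, each at 0 in all but one sample and at most 0.07 TPM. In MET it was 1 for AC004801.1, 0.889 for AC090227.2 and 0.955 for TGFB2-OT1. For CYP11B1 and AL357673.1, at most 0.01 TPM in VEH, the gap is a single step of the table's 2 decimals. The ranges of the others were wider, such as 0.18 to 0.40 TPM for TGFB2-OT1 in MET, and rounding alone does not produce them. SNORA51 was at 0 in all but one sample of both VEH and MET (1 in each, up to 11.2 TPM in MET), and RNY3 in VEH gave 0.935 through its 1 sample at 0. No biological explanation was tested for these, since the groups are replicates of one treatment.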

How the results depend on the processing

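The excess of within-group over between-group correlation for CJ28 against VEH, and for CJ28 against MET, kept its direction under linear TPM, a pseudocount of 1, both filters, rank correlation, the replicate block and each sample left out, with an exact permutation p of 0.0286 in each. For the replicate block this p counts all 35 splits, and over the 8 that part the pairs none below 0.125 is possible. The 4 CJ28 samples formed a branch of their own in every tree tried. For MET against VEH the difference in r of -5.4e-04 changed sign on linear TPM (1.46e-04, exact permutation p = 0.171) and with the mean of each replicate number removed (0.0034, exact permutation p = 0.200 over all 35 splits). In neither was it past 0.05. The removal lowers r between samples of equal number by construction. No conclusion is therefore drawn from the replicate block for the correlations of any pair of groups.

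Counts at the paper's criteria changed with the setting. For CJ28 against VEH the 385 genes became 123 with a pseudocount of 1 and 950 with the ratio of group means, of which 121 and 338 were among the 385. For MET against VEH the 14 genes became 3 with a pseudocount of 1, 35 with all genes with a TPM above 0, 7 with a mean TPM of at least 1, 6 with no variance moderation and 52 with the ratio of group means, 1 of the 52 being among the 14. The cause was not tested. Leaving out each sample in turn gave 388 to 405 and 13 to 19 genes. Of these, 349 to 362 were among the 385, but only 6 to 11 were among the 14.

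At an adjusted p under 0.05, the counts for CJ28 against VEH and against MET stayed within 1.5 times under all alternatives, though after median-of-ratios scaling 7776 of the 9355 genes for VEH were among the 9577. For MET against VEH the 1 gene became 0 with a pseudocount of 1, 0 with 0.01, 0 with a mean TPM of at least 1 and 0 with the ratio of group means, where 902, 854, 713 and 3401 genes had an unadjusted p under 0.05. The filter on mean TPM removes H4C12 before testing, so that 0 is no loss of its call. With that ratio 19 further genes had an adjusted p under 0.05 but a mean of 0 in a group, hence no ratio. All genes with a TPM above 0 gave 5 (H4C12, RPL31P7, AC087362.2, AC080129.1 and AC090227.2), each at 0 in all samples of MET or of VEH. Leaving out single samples gave 1 to 2 genes, the second being SNORD67 or MIR1307.

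For CJ28, 8 of the 8 steroidogenic genes had an adjusted p under 0.05 under each alternative except a mean TPM of at least 1, which left 6 to test and 6 past it. For MET the count was 0 under each, with 1 of 8 at an unadjusted p under 0.05 in the comparison at the claim. Log2 fold changes for MET crossed 0 for CYP17A1 (0.014) and CYP21A2 (0.015) after median-of-ratios scaling, and for HSD3B2 (0.0069) without the second MET sample, the range over samples left out being -0.175 to 0.0069. Among 51 comparisons of single genes, 7 of 382 other values became weaker and 2 reversed, and of 408 with a sample left out 2 became weaker and 1 reversed. The 7 included the rises of RN7SL1 and RN7SL2 in CJ28. With all genes with a TPM above 0, their adjusted p in limma was 0.390 and 0.242. TPM recomputed over nuclear protein-coding genes, chosen after seeing the data, left direction and side of 0.05 as they were in 37 of 37 comparisons of single genes.

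For gene sets, LXR targets in CJ28 were weaker with a mean TPM of at least 1 (-0.12, exact permutation p = 0.371). The ATF4 set in MET changed from -0.013 to 0.015 after median-of-ratios scaling, and ranged from -0.0406 to 0.0160 with samples left out. The range was -0.104 to -0.0787 for cholesterol biosynthesis, -0.129 to -0.0917 for fatty acid synthesis and -0.0642 to -0.0215 for S-phase genes in MET, where 3, 4 and 1 of the 8 fits crossed 0.05. With the replicate number as a block the differences between set means are the same by construction, and 4 pairs allow no exact p below 0.125. Block counts of genes were 384 and 13 at the paper's criteria and 9361 for CJ28 against MET at an adjusted p under 0.05. Because the TPM table keeps no depth and the reads were not analysed, genes of low TPM were not weighted by their reads.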

Differences from the paper's values

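At the paper's criteria 385 genes differed between CJ28 and VEH, against the paper's 787. Of the alternatives set before the data were examined, the log2 ratio of group means gave 950 genes, within 1.5 times the paper's number, and none of the others closed the gap. Those others gave between 123 genes (pseudocount of 1) and 505 genes (pseudocount of 0.01). For MET the 14 genes lay within 1.5 times the paper's 18, whereas the ratio of group means gave 52, which did not.

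The mean r between CJ28 and VEH samples was 0.938, and about 0.99 in Fig. 2a, read by eye. On linear TPM it was 0.991, which closed the gap. On that scale r is set mainly by the most abundant RNAs. RN7SL1, RN7SL2, RN7SK and mitochondrial rRNA held 56.2% of TPM in VEH and 60.2% in CJ28. The paper used normalized values from DESeq2, so the match does not show that the scale explains the gap. With a pseudocount of 1 it was 0.960, with all genes with a TPM above 0 it was 0.963, and none of the remaining alternatives closed the gap.

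Log2 fold changes with CJ28 were read from Fig. 2b for CYP1A1, GDF15, SREBF1, ELOVL3 and SCD only. For 3 of these genes they differed by more than the SD between samples. CYP1A1 had 6.68, and about 7.1 in Fig. 2b, read by eye. It was 6.90 with a pseudocount of 0.01, 6.82 with median-of-ratios scaling, 6.89 with the ratio of group means and 6.79 without the first VEH sample, which closed the gap, unlike the other alternatives set before the data were examined. GDF15 had 5.37, and about 6.1 in Fig. 2b, read by eye. It was 6.08 with a pseudocount of 0.01 and 6.11 with the ratio of group means, and no other alternative set then closed the gap. SCD had -2.72, and about -2.6 in Fig. 2b, read by eye. It was -2.64 with a pseudocount of 1 and -2.57 with median-of-ratios scaling, and no other alternative set then closed the gap. TPM recomputed over nuclear protein-coding genes, an alternative chosen after seeing the values, gave 7.06 for CYP1A1 and 6.14 for GDF15, which closed those gaps, and -2.52 for SCD, which did not. SREBF1 had -4.25, within the SD of 0.27 from about -4.5 in Fig. 2b, read by eye. Settings that opened a gap for it included a pseudocount of 1 (-3.41), median-of-ratios scaling (-4.10) and the recomputation over protein-coding genes (-4.15).

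Fig. 2b marks NBPF1 as passing the limits for CJ28. Its log2 fold change was 1.45, and it passed with median-of-ratios scaling (1.60) and, in the recomputation over protein-coding genes chosen after seeing the values, with 1.66. The same figure marks 10 genes for MET, of which BLOC1S5-TXNDC5 and AC025262.3 passed here. BLOC1S5-TXNDC5 failed the limits with a pseudocount of 1 or 0.01, without variance moderation and with the ratio of group means. It also failed when VEH-2, MET-2 or MET-4 was left out. AC025262.3 failed with a pseudocount of 1. AC004801.1 and TGFB2-OT1 passed when all genes with a TPM above 0 were tested, and these and AL358216.1 and AL357673.1 with the ratio of group means. AC012066.2, ARF1P2, PPFIA2 and AC090227.2 passed under none of the alternatives tried on them. With the ratio of group means AC012066.2, AC090227.2 and AC025262.3 had an adjusted p of 0.0122, 0.0058 and 0.0035 in the ordinary test. Each had a mean of 0 in a group, hence no ratio to set against the limit. With all genes with a TPM above 0, AC090227.2 had an adjusted p of 0.0045 and a log2 fold change of 1.22. In Fig. 2c, no level relative to VEH differed by 1.5 times or more from those given here. Several in CJ28 differed by more than the SD, such as NR0B1 with 1.98 (about 2.5 in Fig. 2c, read by eye), CYP21A2 with 0.618 (about 0.72) and STAR with 0.381 (about 0.44). After median-of-ratios scaling these were 2.19, 0.687 and 0.423. The paper names CYP21A1, for which the table has only CYP21A2 and the pseudogene CYP21A1P.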

Other observations

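The tests on structural RNAs and the removal of GC content and length trends alone were chosen only after the results were seen. The splits of the samples, the 5 gene sets and the removal of those trends together with the median were set before.

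Other splits of the same samples were compared with the real ones, mainly the 8 that part all 4 pairs of equal replicate number, the real one included. Among these no share below 0.05 is possible, and they differ from the others of the 35 in being balanced for replicate number. For CJ28 against VEH 1 of the 8, the real one, gave 385 genes at the paper's criteria, and the others gave 5 to 18. For MET against VEH 4 of the 8, the real one included, gave at least the 14 genes of the real split, and the 7 splits other than the real one gave 6 to 19. At an adjusted p under 0.05 the real split was the only 1 of 8 to reach 9577 genes for CJ28 against VEH, where the others gave 0 to 2, and the only 1 of 8 to reach 9334 genes for CJ28 against MET. Between MET and VEH, 3 of 8 splits gave at least the 1 gene of the real split. Over all 35 splits, the real one was 1 of 35 for CJ28 against VEH at both criteria, where the others gave at most 18 genes at the paper's criteria and 3 at an adjusted p under 0.05, and 1 of 35 for CJ28 against MET, where the others gave at most 3. For MET against VEH, 10 of 35 gave at least 14 genes at the paper's criteria, with a median of 11.5 for all but the real one, and 15 of 35 gave at least 1 gene at an adjusted p under 0.05. The 14 genes may therefore be the number that these limits yield without a treatment effect, since 4 of 8 splits gave as many.

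The paper's introduction names cholesterol biosynthesis among the processes that this class of compounds acts on. The 20 genes of this pathway had a mean log2 change of -1.33 from VEH to CJ28 with all 20 lower, -1.18 after median-of-ratios scaling, with 19 lower, and -1.21 after removal of the trends on GC content and transcript length together with the median of all genes. The 10 genes of fatty acid synthesis and desaturation changed by -1.33 with all 10 lower, by -1.18 after scaling, with 9 lower, and by -1.22 after the same removal. With the trends alone removed the changes were -1.34 and -1.35. The trends hardly moved the sets, whose uncorrected changes were both -1.33, which argues against these trends as the source of the changes. An effect of GC content or length outside these fits cannot be ruled out. In both sets every CJ28 sample lay below every VEH sample (exact permutation test, p = 0.0286, adjusted p = 0.0408 over 10 tests). Scaling did not remove the change in either set. The fatty acid set includes FADS2, which Fig. 2b labels, so its direction is not independent of the paper. Read sharing with pseudogenes was not tested.

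Targets of the aryl hydrocarbon receptor (6 genes, among them CYP1A1, TIPARP and AHRR) had a mean log2 change of 2.18 in CJ28, with 5 higher and 1 lower. The change was 2.31 after median-of-ratios scaling and 2.83 after removal of the trends and the median, which covered 5 of the 6 genes. For these 5 genes the change was 2.71 uncorrected and 2.70 with the trends alone removed. The 11 targets of ATF4 and the integrated stress response changed by 2.15, with 10 higher and 1 lower, by 2.29 after scaling, by 2.27 after removal of the trends and the median, and by 2.13 with the trends alone removed. In both sets every CJ28 sample lay above every VEH sample (exact permutation test, p = 0.0286, adjusted p = 0.0408 over 10 tests). Both sets include genes labelled in Fig. 2b, so their direction is not independent of the paper. In MET the sets changed by -0.05 and -0.01 (exact permutation test, p = 0.6 and 0.83). As above, the trends hardly moved the sets in CJ28. This argues against these trends as the source of the changes, for the first set in the 5 genes covered. An effect of GC content or length outside these fits cannot be ruled out.

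CYP11B1 and CYP11B2, on chromosome 8 at 142872354 to 142879846 and 142910559 to 142917843, encode 11β-hydroxylase, the target of MET, and its paralog. They were listed at no more than 0.05 and 0.03 TPM in any sample, under the filter, and no fold was computed.

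The largest changes by the naming rule in CJ28 included 3 genes of small RNAs. SNORA51 had 4.93 ± 1.59 TPM (SD, n = 4) in CJ28 and was at 0 in 3 of 4 VEH samples. RNU5A-8P was listed at 0 in all CJ28 samples and at 8.47 to 69.4 TPM in VEH. SNORA24 had a log2 fold change of -3.56 (limma, adjusted p = 0.021), and its adjusted p was above 0.05 with all genes, without variance moderation, with the ratio of group means, and without the first or the fourth CJ28 sample. U5 has several near-identical copies, between which RSEM divides reads. For SNORA24 the adjusted p ranged from 0.0131 to 0.224 over the alternatives, and from 0.0038 to 0.0646 with single samples left out.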
